A study of Homo sapiens with 12 samples.

How the data were processed

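Total RNA from 12 samples of A375 cells was sequenced, per the labels, which describe Trizol extraction and a standard Illumina preparation. The design text speaks of external replicates and the labels name experiments, without saying what either comprised, so p-values measure the spread between these samples, which may be partly technical. The aligner, the counting program, the strand setting, the genome build and the annotation are not given in the sources used here. Without a stated strand setting, overlapping and antisense genes may share reads.

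The authors deposited a table of CPM values, reads scaled to each library's total, for 55209 rows, and a table of their own comparison. Repeated rows of the same gene identifier were dropped, 116 in all, which left 55093 genes. Every CPM value was a whole multiple of the value of 1 read within 0.001, so whole reads were recovered for 100% of values. The deposited comparison gives log2 values per library that equal log2 of reads with 0.5 added, less a constant for each library, with log2 fold changes and with p-values rounded by the authors. No other processing is recorded in the file headers.

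Because the main table holds CPM and not counts, the main test was limma 3.58.1 (R 4.3.3) on log2(CPM + 1), with a trended variance and Benjamini-Hochberg adjustment at 0.05, two-sided, over genes with at least 1 CPM in at least 4 of the 8 libraries. Fold changes are on the log2(CPM + 1) scale, which understates changes of low genes. The single-library conditions stayed out of the fit. SOX9 was tested with an exact permutation test. With 3 reads per library as a floor, values below 0.0521 to 0.0694 CPM are not distinguishable from 0, and floors cover counting error only. All replicate pairs within a group differed by far more than sampling noise, with chi-square per degree of freedom from 34.2 to 583.

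The design, tests, alternatives and 29 gene lists were fixed before the data were examined. Of 551 listed genes 549 were found by symbol and 458 were tested; 28 lists had at least 5 tested members. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Genes were named by a fixed rule: SOX9; up to 10 genes per direction with the largest fold change among those that passed, went the same way in all 4 pairs, reached a mean of 5 CPM in the higher group and had a gene symbol other than a clone name; SOX10 and MITF; and up to 4 passing members of each described list. Other genes named in the text were chosen after their values were seen. For single libraries, genes were chosen in the other 3 pairs; fewer than 50 passed in each direction, so the 100 with the lowest p were used, and medians were set against 10000 random lists matched in 20 bins of mean expression.

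Alternatives were pseudocounts of 0.25 and 5, no filter, a filter of 5 CPM, median-ratio scaling, quantile normalization, the replicate block, omission of each pair and library, the PEI-only library among the controls, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads. After seeing the data, limma-voom with quality weights, removal of a GC trend (loess span 0.5) and of mitochondrial genes, and the PEI-only library as reference of the dose series were added, and some of the alternatives fixed earlier were applied to further results. Removal of mitochondrial genes means throughout that their reads were left out of each library's total. The genes themselves stayed among those tested. Transcript GC content and positions came from GENCODE 29 on GRCh38, matched by gene identifier for 14875 of the tested genes.

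The test was tried on simulated counts for this comparison with 200 genes changed: over 14531 genes, limma recovered 8.16% of 1.5-fold, 41.7% of 2-fold, 94% of 4-fold and 100% of 8-fold changes, with 11 of 14336 unchanged genes called.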

Results

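RNA was sequenced from A375 cells, a human melanoma line, after transient transfection with a plasmid encoding HA-tagged SOX9. SOX9 is a transcription factor of cartilage, neural crest and other lineages. Polyethylenimine (PEI), a cationic polymer that carries DNA into cells, was the transfection reagent. The replicated comparison set 4 untransfected libraries against 4 libraries taken 48 h after transfection with 5 µg of plasmid, each group with the labels exp1, exp2, exp3 and atac. The design text of the series speaks of 3 replicates per group, whereas the sample labels give 4, and all 4 were used. Another 4 conditions had 1 library each: PEI without DNA, 2.5 µg and 10 µg of plasmid at 48 h in exp1, and 10 µg at 24 h in exp2. None of these 12 libraries received DNA without SOX9. Library totals ranged from 43210247 to 57580396 reads, and their means in the untransfected and 5 µg groups did not differ by more than the spread between libraries (exact permutation p = 0.543, n = 4 and 4, two-sided).

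SOX9 itself was examined first in every library. In untransfected cells it stood at 1.49 ± 0.276 CPM (reads scaled to the library total, SD, n = 4), and after 5 µg of plasmid at 6349 ± 3794 CPM (SD, n = 4), a difference of 11.17 on the log2(CPM + 1) scale that had the same direction in 4 of 4 same-labelled pairs. The exact two-sided permutation test gave p = 0.0286, the smallest that 70 assignments allow. Among the 5 µg libraries, exp1 held 11994 CPM, exp2 4033, exp3 5142 and atac 4228. The PEI-only library held 0.995 CPM, the 2.5 µg library 1299, the 10 µg library 12488 at 48 h, and the 10 µg library at 24 h 8000. SOX9 (ENSG00000125398) lies on chromosome 17 at 72121020 to 72126420, plus strand, in GENCODE 29 on GRCh38. The build behind the deposited values is not given in the sources used here. Gene-level values do not separate the plasmid's transcript from the endogenous one.

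**Figure D1:**
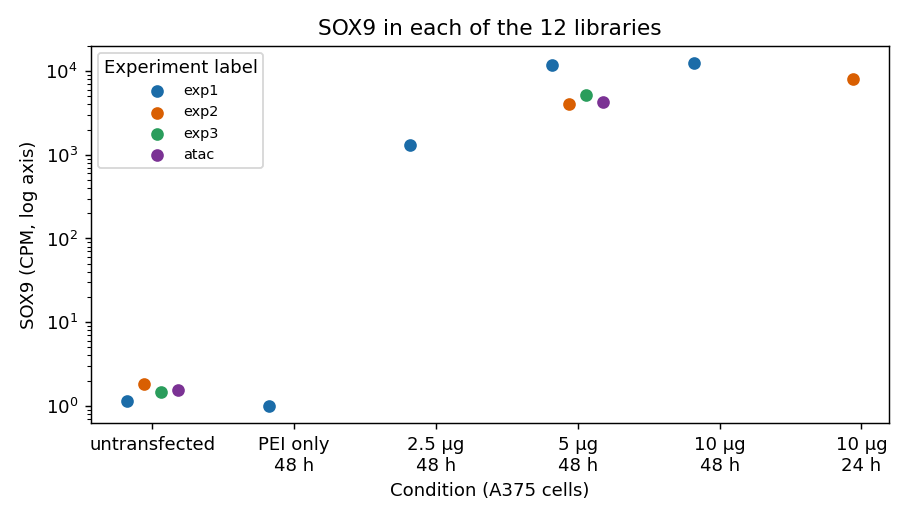
SOX9 in CPM (log axis) in each of the 12 libraries, by condition, with the experiment label as colour; each point is 1 library. The untransfected and PEI-only libraries lie below 2 CPM, and the 7 libraries given SOX9 plasmid lie between 1299 and 12488 CPM.

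The next question was which other transcripts differed at 48 h after 5 µg of plasmid. Of the 56 genes that passed with limma, 30 belonged to a fixed list of antiviral interferon-response genes. Of the 35 tested members of that list, 30 rose, none fell and 5 did not pass the test; adjusted over the list alone, 33 rose. RSAD2, which encodes the antiviral enzyme viperin, went from 0.159 ± 0.0355 to 27.7 ± 18.7 CPM (SD, n = 4), and IFIT1, an RNA-binding restriction factor, from 4.71 ± 0.266 to 113 ± 57.0 CPM (SD, n = 4). The cytosolic RNA sensor DDX58 (RIG-I) rose from 5.66 ± 1.38 to 82.8 ± 30.3 CPM (SD, n = 4), a log2 fold change of 3.60 ± 0.26 (SE) with a limma adjusted p of 0.000506. IFI44L, MX1, OASL, ISG15 and XAF1 rose by 3.98, 3.72, 3.66, 3.54 and 3.44 on the log2(CPM + 1) scale, each in 4 of 4 pairs. The members that did not pass were IFIT2, UBE2L6, IFIT5, ISG20 and MX2, with log2 differences of 1.92, 0.71, 0.79, -0.36 and 0.13. ISG15 missed the threshold without the atac pair at a similar log2 fold change (3.42, limma adjusted p 0.0839). RSAD2 and OASL missed it with limma-voom and quality weights, a test chosen after seeing the data, with log2 fold changes of 7.19 and 6.26 on that test's scale (adjusted p 0.112 and 0.0552).

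Over all 14881 genes tested with limma, 56 passed an adjusted p of 0.05, 54 higher and 2 lower after transfection, and all 56 went the same way in the 4 same-labelled pairs. Of these, 53 differed at least 2-fold, 51 higher and 2 lower. At an unadjusted p under 0.05 there were 1582 genes. CSH2, a placental lactogen gene of the growth hormone cluster, held no read in any untransfected library and 33.5 ± 24.8 CPM (SD, n = 4) after 5 µg, at least 596-fold above a floor of 3 reads per library; its paralogs CSH1, CSHL1, GH1 and GH2 held at most 4 reads in any library, but reads can be divided among such near-identical genes. Outside the interferon list, CAV1, which encodes the caveolar coat protein caveolin-1, rose from 75.7 ± 15.3 to 144.5 ± 9.86 CPM (SD, n = 4), with a log2 fold change of 0.94 ± 0.15 (SE) and an adjusted p of 0.0399. CCN2 and CRIM1 rose by 0.88 ± 0.13 and 0.69 ± 0.12 (SE) on the log2 scale, with limma adjusted p of 0.0198 and 0.0456. The 2 genes that fell were the hyaluronan-binding gene CEMIP, by 1.03 on the log2 scale from 385 ± 75.7 to 187.5 ± 29.3 CPM (SD, n = 4), and the long noncoding LINC01239, by 1.21 from 71.1 ± 13.9 to 30.3 ± 6.8 CPM (SD, n = 4).

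These 5 genes outside the interferon list also stood apart in the single PEI-only library, which received no DNA. There CAV1 was at 204.9 CPM against 55.6 to 92.4 in the 4 untransfected libraries, CCN2 at 71.4 against 25.6 to 34.4 and CRIM1 at 345 against 131 to 169. CEMIP was at 104.7 CPM against 312 to 484, and LINC01239 at 19.96 against 57.97 to 87.9. The 2.5 µg library of exp1 lay nearer to the untransfected ones than PEI alone for all 5, with CAV1 at 102 CPM, CCN2 at 37.3, CRIM1 at 183, CEMIP at 205 and LINC01239 at 50.2. With the PEI-only library counted among the controls, all 5 missed the threshold with a limma adjusted p of 0.818, at log2 fold changes of the same sign, 0.66 for CAV1, 0.62 for CCN2, 0.45 for CRIM1, -0.66 for CEMIP and -0.86 for LINC01239, and 55 genes passed, all of them higher. Each of the 5 also lost its call when libraries were left out. Without the atac pair the log2 fold changes were 0.91 for CAV1, 0.70 for CRIM1, -1.09 for CEMIP and -1.20 for LINC01239 (limma adjusted p 0.612, 0.526, 0.266 and 0.331), and without the exp1 pair 0.83 for CCN2 (0.244). CCN2 also missed the threshold with median-ratio scaling (0.78, limma adjusted p 0.0869), quantile normalization (0.78, 0.0624), edgeR (0.79, 0.0653), limma-voom (0.70, 0.0793) and removal of the GC trend and mitochondrial genes (0.75, 0.0573). CRIM1 missed it with median-ratio scaling (0.58, limma adjusted p 0.142), edgeR (0.59, 0.107), limma-voom (0.56, 0.0771) and mitochondrial genes left out of the total (0.61, 0.0556). Without a filter, with 39766 genes tested and fold changes as before, the limma adjusted p was 0.0877 for CAV1, 0.115 for CRIM1, 0.0854 for CEMIP and 0.0643 for LINC01239.

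The counts of calls depended on which libraries entered and on the test. Leaving out the untransfected atac library gave 32 calls, and leaving out the 5 µg atac, exp1, exp2 or exp3 library gave 17, 29, 31 or 22. Leaving out the exp1, exp3 or atac pair gave 27, 35 or 14. With each library and each pair left out in turn, 10 to 28 members of the interferon list passed. The 28 came without the untransfected exp3 library. There were 14 without the 5 µg atac library, 16 without the 5 µg exp3 library, 19 without the exp1 pair and 10 without the atac pair. DESeq2 on the recovered reads called 202 genes, 134 higher and 68 lower, far more than the 35 tested interferon genes, and edgeR's quasi-likelihood test 54, 50 higher and 4 lower. Limma-voom with sample quality weights, chosen after seeing the data, called 41, 35 higher and 6 lower.

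**Figure D2:**
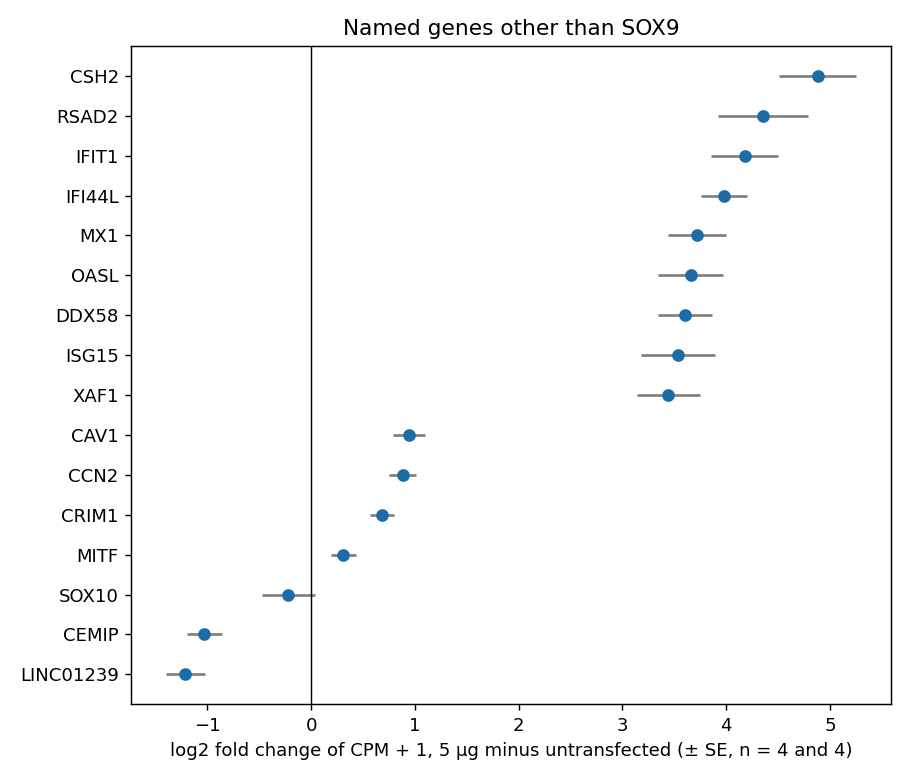
Log2 fold changes of CPM + 1 between the 5 µg and untransfected groups for the named genes other than SOX9; points are estimates, bars are ± 1 SE, n = 4 and 4. Interferon-response genes and CSH2 lie above 3.4, CAV1, CCN2 and CRIM1 between 0.69 and 0.94, and CEMIP and LINC01239 below -1.0; SOX10 and MITF did not pass the test.

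Melanocyte and cartilage genes were examined because SOX9 acts in both lineages. SOX10, a related factor of the melanocyte lineage, was at 1220 ± 448 CPM untransfected and 1006 ± 178 CPM after 5 µg (SD, n = 4; limma adjusted p 0.719). MITF, the central melanocyte transcription factor, was at 37.3 ± 1.65 and 46.7 ± 6.07 CPM (SD, n = 4; limma adjusted p 0.460). With limma, none of the 11 tested pigment genes passed over all genes and 3 passed adjusted over the list alone, DCT, PPARGC1A and MLPH. EdgeR called DCT over all genes, with a log2 fold change of 2.34 on that test's scale (edgeR adjusted p 0.0378). The list as a set had a median of 0.27 and a camera adjusted p of 0.0799. That p was 0.0484 with median-ratio scaling, 0.049 with quantile normalization, 0.04 without a filter, 0.0178 with the PEI-only library among the controls, 0.0392 without the exp3 pair and 0.0263 after removal of the GC trend and mitochondrial genes, a setting chosen after seeing the data. The median was 0.03 with that removal and 0.08 without the exp3 pair, and with an estimated correlation the p was 0.331. Of 13 tested cartilage genes only CCN2 passed over all genes. Adjusted over the list alone, CCN2 and SOX6 were higher and SOX5 lower. The set had a median of 0.04 and a camera adjusted p of 0.944. That median was -0.03 with median-ratio scaling, -0.09 with quantile normalization and -0.25 after removal of the GC trend and mitochondrial genes (camera adjusted p 0.424). At 5 µg the cartilage median log2 ratio was -0.32 in exp1, -0.16 in exp2, 0.50 in exp3 and -0.004 in atac. In exp1 it was -0.57 with PEI alone, -0.39 at 2.5 µg and -1.34 at 10 µg, each from 1 library. At 24 h with 10 µg it was -1.20 in exp2, also from 1 library. In simulated counts for 4 against 4 libraries, 2-fold changes were recovered for 41.7% of genes and 4-fold changes for 94%. Smaller differences in the melanocyte and cartilage genes were thus often below detection. The simulated genes were drawn at random and varied independently, so these shares need not hold for the listed genes. In the cartilage list the SE ranged from 0.129 for CCN2 to 0.808 for ACAN. Changes in the more variable genes may be missed even at 4-fold.

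Gene lists were then tested as sets with camera at a preset inter-gene correlation of 0.01, and 12 of the 28 lists tested passed. With an estimated correlation camera called 0 of the 28 lists; the interferon list had an adjusted p of 0.147 (unadjusted 0.00525) and all others had 0.331 or more. The interferon list had a median log2 fold change of 2.02 and an adjusted p of 2.17e-56. Higher sets were YAP targets (median 0.51, 2 of 16 members rose and 7 adjusted over the list alone), antigen presentation (0.42, none of 15 and 3 adjusted over the list alone), p53 targets (0.38, none of 24 and 1), undifferentiated-state genes (0.38, 1 of 22, and 9 higher with 1 lower adjusted over the list alone), cholesterol synthesis (0.35, none of 20), lysosomal genes (0.28, none of 20) and heat shock genes (0.24, none of 13, and 2 adjusted over the list alone). Lower sets were mitochondrially encoded genes (median -0.64, none of 13), neural crest genes (-0.24, none of 20), G2/M genes (-0.10, none of 30) and outputs of MAPK signalling (-0.09, none of 22). Without the atac pair the G2/M median was -0.01 and its call was lost (camera adjusted p 0.212), and without the exp1 pair the median was -0.23. Single pairs went the other way: in exp1 the G2/M median was 0.25 with 27 of 30 genes higher, in exp2 the mitochondrial median was 0.14 with 11 of 13 higher and the neural crest median 0.01, and in exp3 the MAPK median was 0.19. Without the atac pair the neural crest median was -0.14. Without the exp2 pair the calls of neural crest, heat shock, lysosomal and MAPK genes were lost (camera adjusted p 0.0588, 0.0964, 0.0588 and 0.0708). Their medians were then -0.19, 0.27, 0.28 and -0.07. Without the exp3 pair the medians of YAP targets, cholesterol synthesis and MAPK genes were 0.34, 0.21 and -0.16. With quantile normalization the mitochondrial, G2/M and MAPK medians were -0.21, -0.18 and -0.19. Median-ratio scaling gave G2/M, MAPK, heat shock and lysosomal medians of -0.21, -0.18, 0.15 and 0.175. Removal of the GC trend and mitochondrial genes gave p53, antigen presentation, lysosomal and MAPK medians of 0.23, 0.26, 0.15 and -0.17. The MAPK median was -0.03 with the PEI-only library among the controls. In exp1, PEI alone gave median log2 ratios of 0.60 for YAP targets, 0.65 for undifferentiated-state genes, -0.61 for neural crest genes and -0.66 for mitochondrially encoded genes, against 0.32, 0.27, -0.23 and -0.51 with 5 µg, each from 1 library. For p53 targets, heat shock, MAPK, lysosomal, cholesterol, antigen presentation and G2/M genes it gave 0.37, 0.31, -0.25, 0.17, 0.27, 0.05 and 0.14, against 0.37, 0.28, -0.20, 0.04, 0.37, 0.17 and 0.25 with 5 µg. The fry test of limma, which asks whether a list moved one way and compares it with no other genes, gave the interferon list a limma p of 5.62e-05 and the pigment list, not called by camera, 0.000405, both unadjusted. Of the lists called by camera it gave 0.46 for G2/M, 0.56 for neural crest, 0.302 for MAPK, 0.0659 for mitochondrial and 0.0656 for cholesterol genes, and less than 0.05 for the others. The median of all tested genes was 0.083, and -0.007 after median-ratio scaling.

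The share of reads from mitochondrially encoded genes was 12.2 ± 4.15% in untransfected and 7.61 ± 0.665% in 5 µg libraries (SD, n = 4; exact permutation p = 0.114), with 17.2% in the untransfected exp3 library. That library lay farthest out on the first principal component of the 8 libraries, which held 53.3% of the variance. The PEI-only library had a share of 7.17%, and the untransfected exp2 library had 7.20%. The 2.5 µg and 10 µg libraries of exp1 at 48 h had 12.8% and 10.7%, and the 10 µg library at 24 h had 6.67%.

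How the response varied with the amount of plasmid could be followed in exp1, with 1 library per condition and no test. The interferon list's median log2 ratio to the untransfected exp1 library was 0.05 with PEI alone, 0.32 at 2.5 µg, 1.87 at 5 µg and 1.24 at 10 µg. The first lay at percentile 53.7 of 10000 random lists matched on mean expression and the others above all of them. For the 100 genes with the lowest p for higher values in exp2, exp3 and atac, a choice made without exp1, the median ratio was 0.23 with PEI alone, 0.16 at 2.5 µg, 1.16 at 5 µg and 1.08 at 10 µg, and 71, 68, 100 and 93 of the 100 were higher. The corresponding 100 lower genes had medians of -0.65, 0.00, -0.36 and -0.40. Chosen under the replicate block, lower genes had medians of -1.10 with PEI alone, -0.39 at 2.5 µg, -0.62 at 5 µg and -1.07 at 10 µg. With the lower genes chosen among those at least 2-fold, the medians were -1.16 with PEI alone, -0.01 at 2.5 µg, -0.82 at 5 µg and -0.74 at 10 µg. All of these ratios share 1 untransfected library, so part of their likeness may be its own. Against the PEI-only library, a reference added after seeing the data, the higher genes had medians of -0.07, 0.96 and 0.62 at 2.5, 5 and 10 µg, and the lower genes 0.63, 0.29 and 0.17, the opposite sign to that in the other experiments.

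**Figure D3:**
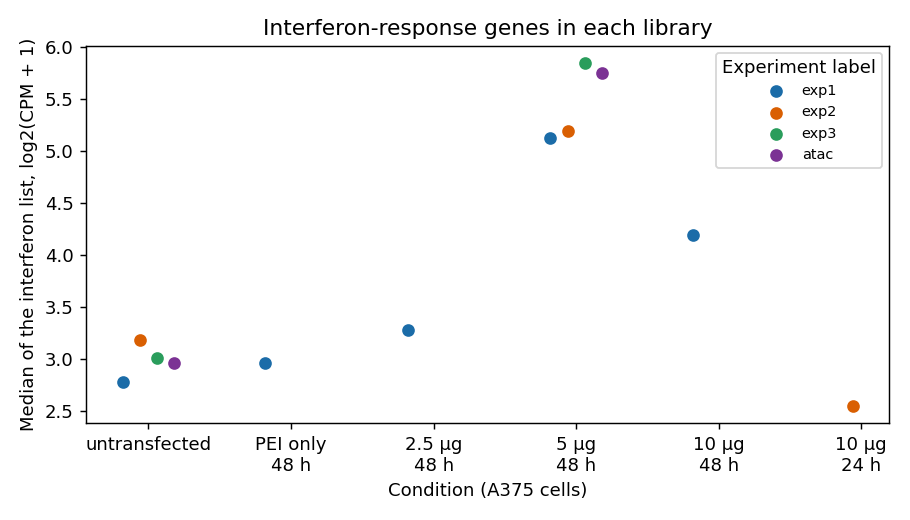
Median log2(CPM + 1) of the 35 tested interferon-response genes in each of the 12 libraries, by condition, with the experiment label as colour; each point is 1 library. The 5 µg libraries lie between 5.13 and 5.84, the untransfected between 2.78 and 3.19, PEI alone at 2.97 and 10 µg at 24 h at 2.55.

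At 24 h, SOX9 was already at 8000 CPM with 10 µg of plasmid in exp2, above its 4033 CPM at 48 h with 5 µg under the same label. The interferon list had a median log2 ratio of -0.42 to the untransfected exp2 library at 24 h, percentile 6.52 of matched random lists, and 1.57 at 48 h, above all of them. For the 100 genes higher in exp1, exp3 and atac the medians were -0.10 at 24 h and 0.99 at 48 h, with 46 and 92 of the 100 higher. The value at 24 h lay at percentile 92.47 of matched random lists, with a median of -0.16 over all genes in that library, and was 0.10 with median-ratio scaling. The 100 lower genes had medians of -0.40 at 24 h and -0.08 at 48 h, with 67 and 60 of the 100 lower. With lower genes chosen under the replicate block, the median at 24 h was -1.32. Dose and time both differ between these libraries, and each is a single library.

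The authors' deposited table of the same comparison held 14879 genes, of which 41 had an adjusted p under 0.05, 35 higher and 6 lower. Its fold changes had a Spearman correlation of 0.962 across genes with those given here (genes are not independent replicates), and 37 of its 41 genes were also called here. Limma-voom with quality weights on the recovered reads called the same 41 genes as the authors' deposited table, with a Spearman correlation of 0.9993 across genes, so the count of 41 given above for that test is not a separate result. In the authors' deposited table SOX9 had a log2 fold change of 11.73. The 4 genes called in the authors' deposited table but not by limma on log2(CPM + 1) were FBXO9, SIRPB1, BMS1P10 and PRRX1, all lower in that table; edgeR also called FBXO9 (-0.72, adjusted p 0.034).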

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

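Of 94 groups of 4 values examined, 2 held a library far from the others, and chance alone gives about 1 in 20. In the 5 µg group the mitochondrially encoded share was 6.62% in the atac library and 7.92 to 7.97% in the others, a gap of 0.959 of the range. In the untransfected group CCN2 was at 5.15 on the log2(CPM + 1) scale in the atac library and 4.73 to 4.80 in the others, a gap of 0.836 of the range.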

How the results depend on the processing

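The voom, GC, mitochondrial and PEI-reference settings were chosen after seeing the data, as were all settings for the interferon count. Same-labelled libraries correlated at 0.615 (exp1), 0.155 (exp2), -0.055 (exp3) and 0.577 (atac) in their deviations, so not every pair was over 0.1 and, as no source says what a label shares, labels were not taken as pairs; not every library correlated best with its own label; a replicate block gave 59 calls, 42 of them shared with the 56. Under the block CAV1, CRIM1, CEMIP and LINC01239 had adjusted p of 0.0655, 0.0844, 0.0888 and 0.0681 at unchanged fold changes, and the 2 lower genes called were RXRG and AL139241.1. SOX9 under the replicate block kept a difference of 11.17 (exact p 0.125, the smallest that 16 sign changes allow), and 11.11 with the GC trend and mitochondrial genes also removed; without a pair it was 10.74 to 11.40, where 20 assignments cannot go below 0.1.

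Leaving out libraries or pairs gave 14 to 55 calls, 14 to 49 at least 2-fold and 10 to 28 interferon genes; fewer samples entered. DESeq2 called 202 genes, 111 at least 2-fold. Removing the GC trend and mitochondrial genes with the replicate block gave 330 (179 higher, 151 lower, against 54 and 2) and 114, and without the block 80 (70 and 10); the cause was not tested. Of the 12 lists called, 0 remained with estimated correlation. None of the 12 turned direction under the settings tried for lists. Among lists not called, the cartilage median was -0.25 with the GC trend and mitochondrial genes removed, with or without the block (adjusted p 0.0493, called lower, and 0.424), and also below 0 with both scalings and without the exp3 pair. The median or test direction also turned under at least 1 setting for S phase, ribosomal proteins, TGF-beta and BMP, hedgehog and Notch, Wnt, EMT and matrix, CDK inhibitor, integrated stress, epithelial, and fibroblast and endothelial lists. S phase was called lower without the exp3 pair (adjusted p 0.0358) and with the GC trend and mitochondrial genes removed (0.0317), EMT and matrix likewise (0.00668 and 0.00775), CDK inhibitors lower with that removal (0.0392) and metallothionein higher without the exp3 pair (0.0368).

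In the dose series, genes chosen with the replicate block had medians of -1.102 (PEI), -0.389 (2.5 µg), -0.624 (5 µg) and -1.072 (10 µg) among the lower ones, and -1.319 at 24 h, where the higher ones had 0.17; genes chosen at least 2-fold had -1.159 (PEI), -0.82 (5 µg) and -0.743 (10 µg). With pseudocount 5 the higher genes had 0.745 (5 µg) and 0.639 (10 µg). Against the PEI-only library the higher genes had -0.069 (2.5 µg) and 0.624 (10 µg), and the lower 0.634, 0.288 and 0.168 at 2.5, 5 and 10 µg; the cause was not tested. Depth set a floor of 0.0521 to 0.0694 CPM (3 reads).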

Other observations

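Several signalling, stress and antigen presentation genes differed between the groups without passing over all genes. Adjusted over their lists alone, ID1, ID2, ID3 and LTBP2 of the TGF-beta and BMP targets were higher, with log2 differences of 0.91, 0.79, 1.64 and 0.69, each in 4 of 4 pairs. The chaperone genes HSPA1B and DNAJB1 were higher by 1.46 and 0.72, and TAP1 and NLRC5 of antigen presentation by 1.13 and 1.11. With all 8 libraries and the preset correlation the remaining lists did not pass with camera, though EMT and matrix, S phase, CDK inhibitors and metallothionein passed in at least 1 other setting: TGF-beta and BMP targets (median 0.09), EMT and matrix (-0.04), inflammatory (0.27), S phase (0.02), CDK inhibitors (-0.06), integrated stress (0.23), metallothionein (0.27), Wnt targets (-0.10), hedgehog and Notch (0.03), apoptosis (0.15), hypoxia (0.15), ribosomal proteins (0.03), epithelial markers (0.09), and fibroblast and endothelial markers (-0.12). The median and the direction of the camera test differed in sign for S phase and ribosomal proteins, and the median and the mean for EMT and matrix (mean 0.03) and Wnt targets (mean 0.00). With median-ratio scaling the medians of TGF-beta and BMP targets, S phase, hedgehog and Notch, ribosomal proteins and epithelial markers were below 0. Blood markers had fewer than 5 tested members.

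The tests of CSH2, MOBP and of the 5 genes with the PEI-only library were chosen after the result was seen, as was the removal of the GC trend and mitochondrial genes. Of the 35 splits of the 8 libraries into 4 and 4, 2 gave at least 56 called genes, the highest other having 775, and 2 gave at least 53 genes at 2-fold, the highest other having 223. That split parts exp1 and exp2 from exp3 and atac, which points to a structure of the samples by experiment. That split keeps each label whole, so it does not exchange treatment within a label. The splits that do, with each label in both groups, all gave 0 calls apart from the real one. The replicate block gave 59 calls. Over all 35 splits neither count excludes chance. Exchanges within labels allow only 16 sign changes, where the exact p cannot go below 0.125, so they cannot exclude it either. For lists, 7 splits gave at least 12, the highest other 13, so chance is not excluded there either. The other splits with each label in both groups gave 3 to 9 lists. For the 30 called interferon genes only 1 split, the real one, gave as many and the highest other gave 0. Over all 35 splits this argues against chance for these genes, though 1 of 35 is the smallest share possible. Apart from the split with 775 calls, the other splits called no gene at all. Exchanges within labels cannot exclude chance for these genes either.

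The interferon genes were higher after 5 µg SOX9-HA. A GC trend and mitochondrial share as the whole cause is argued against. With the GC trend removed and mitochondrial reads left out of the totals, 100% of the called interferon genes were still called. As the whole cause, 1 aberrant control library is argued against likewise, since the median without the untransfected exp3 library was 1.01 times that with it. The reagent alone gave 0.0273 of the 5 µg median in exp1, but with 1 PEI-only library this stays open. Whether plasmid DNA rather than SOX9 raised these genes cannot be told apart, because 0 libraries received DNA without SOX9; a response to foreign DNA and an effect of SOX9 both remain candidate explanations.

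For CAV1, CCN2 and CRIM1, which were higher, and CEMIP and LINC01239, which were lower, the transfection reagent alone may account for the difference. The median over the 5 genes of the PEI-only log2 ratio to that of 5 µg in exp1 was 1.48, and each PEI-only value lay outside the range of the 4 untransfected libraries. Genes outside the interferon list may still belong to the interferon response. Of all called genes, 12 of 26 outside the interferon list and 2 of 30 in it lay beyond the untransfected range with PEI alone in the direction of the 5 µg change, 1 of the 12 (MOBP) with only 2 reads. In the opposite direction lay IFI44L, OAS2, IFIT3 and PARP9 of the interferon list, and SOX9 and CDH10 outside it, all below that range. This rests on 1 library, the 2.5 µg library of exp1 lay nearer to the untransfected ones for all 5 although it received the reagent too (in a fixed ratio to DNA; the amount given alone is not stated), and an added effect of SOX9 was not tested.

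Some called genes may hold reads from the plasmid itself, which would keep them in proportion to SOX9. A gene raised by SOX9 could keep such a proportion too, so a steady ratio cannot settle this. CSH2 was absent from all 5 libraries without plasmid and at 622 reads or more in all 7 with it. Its reads relative to SOX9 reads varied 3.72-fold over the 7, and those of MOBP 2.4-fold (1.66-fold at 48 h alone). Neither range is wide enough to exclude plasmid reads. For CDH10, with up to 62 reads in libraries without plasmid, reads relative to SOX9 reads varied 3.97-fold (1.94-fold at 48 h alone), which leaves this open as well. For IGF2 and IFI44L they varied 19.1-fold and 222-fold, and 4.84-fold and 10.6-fold at 48 h alone, which argues against plasmid reads for both.

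Across genes, GC content had a Spearman rho of -0.715 with the deviation of the untransfected exp3 library and transcript length one of 0.068.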
